A study of Homo sapiens with 29 samples.

How the data were processed

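ATAC-seq libraries were prepared with a commercial kit, per the labels' protocols. Alignment with Bowtie2 and peak calling with MACS2 on build hg19 are named in the submitters' processing notes. Versions, options, duplicate removal and any shift of reads for the transposase's cut are not given in the sources used here. Peaks were deposited as 1 list per library, so replicates were called separately and none were pooled. The largest peak end on chromosome 1, at 249240389, lies within the length of that chromosome in hg19.

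In each list the authors deposited, per peak, a score, a fold enrichment over the local background (a ratio), the −log10 of the p-value, the −log10 of the q-value, and the distance of the summit from the peak start, as the MACS2 peak format orders them. In every deposited list the lowest −log10 q lay at or just above 2, which corresponds to a q-value of 0.01, and the narrowest peak spanned 150 bp. These fold, p and q values are the authors' own. They were used to describe, rank or filter peaks within a list, and to recover the background described below. Gain and loss of regions were judged between libraries by presence of a peak alone. List lengths, shared bases, summit positions and the recovered background were also compared between libraries. A region without a peak can still be open below the detection limit of that library.

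Read counts and depth per library were not given. The fold values of the deposited lists rise in even steps of 1 read, because MACS2 divides the summit pileup plus 1 by the background plus 1. The background in reads per base was read from these steps, and the share of peaks whose fold lay on a step (tolerance 0.0001) with the matching Poisson p-value (tolerance 0.01 in −log10 p) was 14.3% to 25.2% per list. The other peaks had a higher local background. This background depends on how far the authors extended reads, which was not given, and serves only as a relative depth. It was 0.546 to 1.502 across the 29 libraries.

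Groups and replicate numbers were taken from the labels. Peaks on chromosomes 1 to 22, X and Y were used. Regions were the union of all 29 lists, with overlapping or touching peaks merged, and a library held a region when a peak of it overlapped by at least 1 bp. Gained and lost regions were counted as described in the report, and the counts were set against every other split of the same libraries, or against 100 splits into 3 and 12 drawn with a fixed seed, the real one included. Peak numbers were compared by exact two-sided permutation tests with Benjamini-Hochberg adjustment over 4 comparisons. Similarity was tested by 100000 permutations of the group labels, one-sided. The share of a parental set with a peak was compared between the engineered lines by an exact two-sided permutation test of the difference of differences, with line labels permuted within treatment in 36 arrangements over 8 libraries. The 18 null sets were the regions held by exactly 3 of the 6 parental WX-02-23 and DMSO libraries under the other splits, each direction taken as a set.

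The regions named by position were fixed by a rule: 5 gained and 5 lost. Gained regions had a peak in 3 of 3 parental WX-02-23 libraries, in none of the other 12 parental libraries, in 2 of 2 WX-02-23 libraries of the WT-FOXA1 line with Dox and in neither DMSO library of that line with Dox. Lost regions met the reverse. Both were ranked by the mean percentile of the authors' p-value within the 3 parental lists that held the peak, WX-02-23 for gained and DMSO for lost regions. The groups, the tests, this rule and the alternatives were chosen before the data were examined, except the alternative with a fold of at least 6, which was chosen after seeing the data. The other alternatives were a q-value of 1e-05 or below, lists of equal length by p-value, 50% of a region covered, windows of 100 bp on each side of the summits, regions from the comparison's own cell lines, a rule that allows 1 library to lack a peak, all sequences, another similarity measure, other region sets, a subtracted background set, the replicate number as a block, and leaving out each library.

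Promoter shares, motif shares and gene names were planned but not analysed here, because no genome or annotation of build hg19 was used here and coordinates were not converted between builds.

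The counting of gained and lost regions was tested on simulated data for WX-02-23 against DMSO. With 200 regions changed each way among 113435 regions and peaks always detected, 100% of both kinds were recovered. At a detection rate of 0.9 per library, 70.0% of the gained and 74.0% of the lost regions were recovered, where 72.9% follows from that rate. At a rate of 0.7, 39.0% of the gained and 28.0% of the lost regions were recovered, where 34.3% follows. The changed regions were placed where no library of either group held a peak, so recovery follows from the detection rate alone. Regions with weak signal in the other group were not simulated, and these shares say nothing about false calls. The similarity test was tested in 400 simulated matrices of 15 libraries without an effect, of which 3.75% gave a p-value under 0.05. Merged regions and the Jaccard index were checked against bedtools 2.31.1. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.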

Results

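Chromatin accessibility was profiled by ATAC-seq, in which a transposase cuts open chromatin and the cut fragments are sequenced, in 29 libraries of 22Rv1, a human prostate cancer cell line. Parental 22Rv1 cells gave 15 libraries in 5 groups of 3: DMSO (0.1%), the stereoprobe WX-02-23 (20 µM), its stereoisomer WX-02-43 (20 µM), and pladienolide B (PladB), a ligand of the splicing factor SF3B1, at 10 nM and at 100 nM. Engineered 22Rv1 cells gave 14 libraries in 7 groups of 2. These cells expressed Y36C-PHF5A together with doxycycline (Dox)-inducible WT-FOXA1 or C258A-FOXA1. FOXA1 is a pioneer transcription factor, and C258 is the cysteine that WX-02-23 engages. Y36C-PHF5A blunts the action of such ligands on the spliceosome. Both lines were given Dox with DMSO, WX-02-23 or PladB at 100 nM, and the WT-FOXA1 line also DMSO without Dox. All treatments lasted 3 h. The engineered lines still carry endogenous FOXA1.

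Each library was represented by its own list of peaks. On chromosomes 1 to 22, X and Y the parental lists held 82538 to 98193 peaks and the engineered lists 62832 to 92658. Read totals were not given in the sources used here. The background level that the peak caller used, recovered from the fold and p-value columns, served as a relative measure of depth and ranged from 0.546 to 1.502 reads per base. At this background the lowest summit called in a library held 5 to 8 reads, so regions with fewer reads than that were not detectable. The parental and engineered lists differed as a whole: the mean Jaccard index, the bases shared by a pair of lists over the bases covered by either, was 0.525 ± 0.040 (SD over 210 pairs). The peak names place all 15 parental lists in 1 processing folder and all 14 engineered lists in another, so parental and engineered cells cannot be told apart from batch. Each treatment was compared with the control of its own line. Across lines, only the share of a set of regions with a peak was looked up, and the changes in that share were compared between the 2 engineered lines.

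The first question was whether a treatment changed the number of accessible sites in parental cells. DMSO lists held 94298 ± 3449 peaks (SD, n = 3). WX-02-23 lists held 95673 ± 1790 peaks (SD, n = 3), WX-02-43 lists 92766 ± 7851 (SD, n = 3) and PladB 10 nM lists 92574 ± 4875 (SD, n = 3). None of these groups differed from DMSO by more than the spread between replicates. The exact two-sided permutation p was 0.6 for WX-02-23, 0.8 for WX-02-43 and 0.5 for PladB 10 nM. PladB 100 nM lists held 84547 ± 2558 peaks (SD, n = 3), and all 3 were shorter than every DMSO list. The mean difference from DMSO was -9751 peaks, with an exact two-sided permutation p of 0.1, the smallest that 3 against 3 libraries allow, and 0.4 after Benjamini-Hochberg adjustment over the 4 comparisons. The PladB 100 nM libraries were also the shallowest parental group, with a background of 0.705 ± 0.038 reads per base (SD, n = 3) against 0.935 ± 0.062 (SD, n = 3) in DMSO. Without WX-02-43 replicate 3, the library with the highest background of all, the WX-02-43 difference changed sign to 2977 peaks, and without DMSO replicate 2 the PladB 10 nM difference changed sign to 224.3 peaks.

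**Figure D1:**
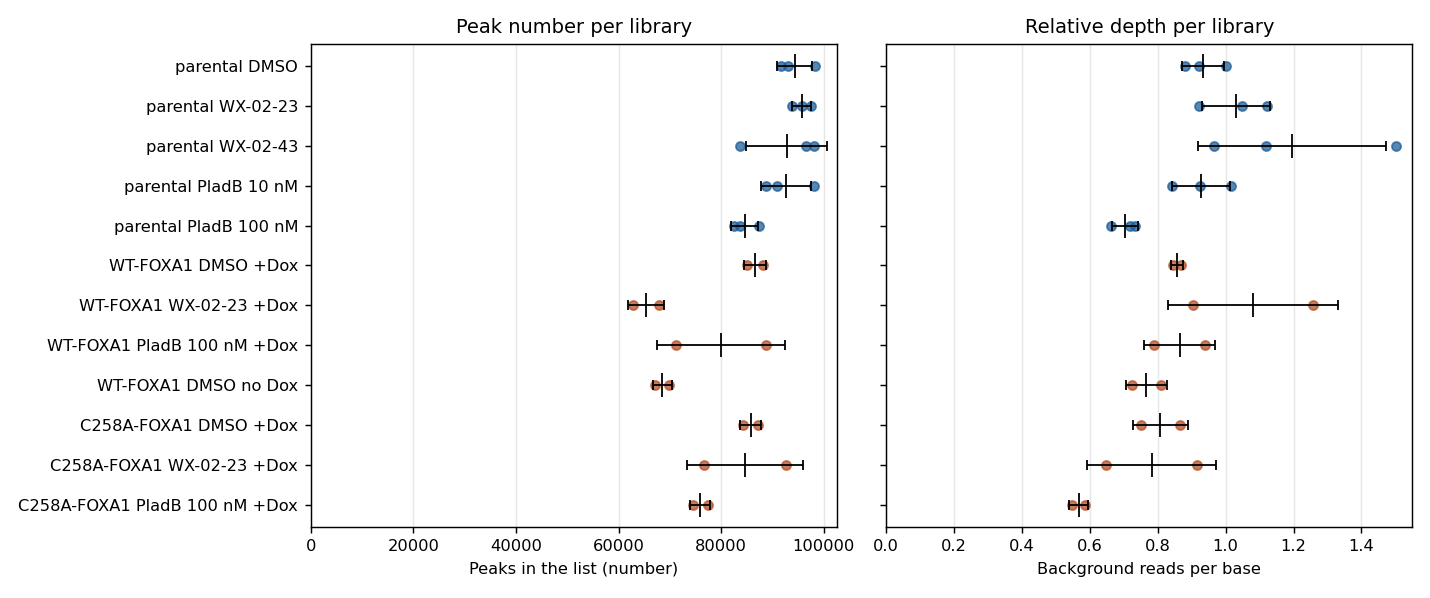
Left, number of peaks per library; right, background reads per base as a relative measure of depth. Each point is 1 library (blue parental, orange engineered) and the black bar is the group mean ± SD; the PladB 100 nM lists lie below all parental DMSO lists on both axes, and the WX-02-23 lists of the WT-FOXA1 line are short although their background is not low.

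In the engineered lines, with 2 libraries per group and no test, list lengths differed more. In the WT-FOXA1 line with Dox, DMSO lists held 86575 ± 2214 peaks (SD, n = 2), WX-02-23 lists 65324 ± 3524 (SD, n = 2) and PladB lists 79928 ± 12455 (SD, n = 2). Without Dox, DMSO lists held 68505 ± 1852 peaks (SD, n = 2). C258A-FOXA1 DMSO lists held 85716 ± 2058 peaks (SD, n = 2), WX-02-23 lists 84652 ± 11323 (SD, n = 2) and PladB lists 75943 ± 1964 (SD, n = 2). Whether the WX-02-23 change in list length differed between the lines was not tested.

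Whether replicates of a treatment resembled each other more than other libraries did was asked next. In parental cells the mean Jaccard index was 0.712 within groups and 0.689 between groups. The difference of 0.0226 had a one-sided permutation p of 1e-05, the smallest that 100000 permutations can give. Alternatives moved this difference little, at most to 0.0193 when WX-02-23 replicate 1 was left out. The p pools all groups and does not test each treatment. The index was 0.724 within WX-02-23 against 0.686 with DMSO, and 0.698 within PladB 100 nM against 0.678. For WX-02-43 it was 0.710 within the group against 0.711 with DMSO, and for PladB 10 nM 0.710 against 0.707. In the engineered libraries the index was 0.679 within and 0.623 between groups, a difference of 0.0558 with a one-sided permutation p of 4e-05. These groups differ in line and Dox as well, so this p does not test treatment alone. Within C258A-FOXA1 WX-02-23 the index was 0.645, against 0.663 with DMSO of that line. Within WT-FOXA1 PladB it was 0.660 against 0.677. The reverse held for WT-FOXA1 WX-02-23 (0.665 against 0.590) and C258A-FOXA1 PladB (0.674 against 0.666). Between DMSO and treated parental libraries the mean index was 0.711 ± 0.008 for WX-02-43 and 0.707 ± 0.006 for PladB 10 nM (SD over 9 pairs each). It was lower for WX-02-23, at 0.686 ± 0.004, and for PladB 100 nM, at 0.678 ± 0.011 (SD over 9 pairs each), against 0.716 ± 0.001 (SD over 3 pairs) among the DMSO libraries. The most similar pair of all reached 0.729, so no pair of lists was identical.

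Merging all lists gave 166696 regions, of which 54404 were held by all 15 parental libraries and 35901 by all 29. A region was called gained when all treated and no control libraries held a peak in it, and lost in the reverse case. WX-02-23 against DMSO gave 2202 gained and 1430 lost regions in parental cells, of 121230 regions held by any of the 6 libraries. Among the other 9 ways to split these libraries into 3 and 3, the highest sum of both directions was 715 regions, against 3632 for the real one. The alternative that moved these counts most was to allow 1 treated or control library to lack a peak, which gave 5605 gained and 4335 lost regions. WX-02-43 against DMSO gave 398 gained and 431 lost regions, a sum of 829 that other splits exceeded, with 1025 at the highest. PladB 10 nM gave 477 gained and 650 lost regions, and the highest other sum was 886. PladB 100 nM gave 211 gained and 1902 lost regions, with 823 as the highest other sum. With all 6 lists at 1 length these counts moved to 502 gained and 851 lost regions. The direct comparison of the stereoisomers, WX-02-23 against WX-02-43, gave 1927 gained and 1286 lost regions, against 810 for the highest other sum. With 10 splits in each of these comparisons, the share of splits as large as the real one cannot fall below 0.1.

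**Figure D2:**
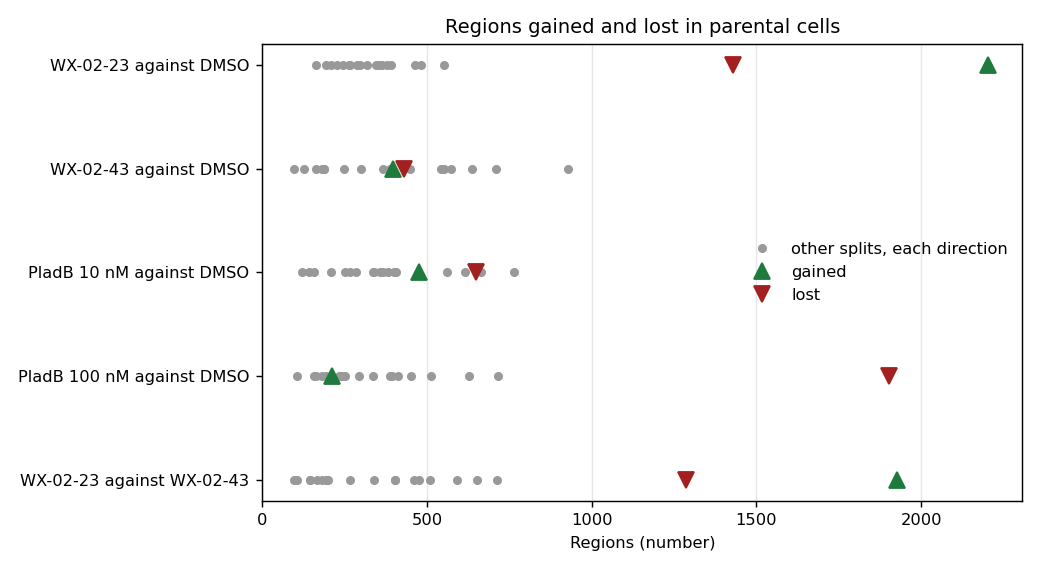
Number of regions gained (green triangles) and lost (red triangles) in 5 comparisons of parental libraries, 3 against 3. Grey points are the same counts in each direction for the other 9 splits of the same 6 libraries; both WX-02-23 comparisons lie above them in both directions, PladB 100 nM only for lost regions (1902).

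Setting each parental group against the other 12 libraries allowed a test against more splits. WX-02-23 had 875 regions that no other parental library held, and 167 regions were held by all 12 others and by no WX-02-23 library. In 100 splits into 3 and 12 libraries, the real one included, no other split reached either count. The highest of the others were 62 gained and 25 lost regions. The same counts were 32 and 8 for DMSO, 44 and 11 for WX-02-43, 19 and 2 for PladB 10 nM, and 4 and 108 for PladB 100 nM. Leaving out WX-02-23 replicate 2 raised the gained count to 1368, and leaving out WX-02-23 replicate 1 raised the lost count to 295.

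The gained and lost peaks were of low to moderate rank in their own lists. By the deposited p-value, the median percentile of the gained regions was 24.7 in the WX-02-23 lists, and that of the lost regions was 22.7 in the DMSO lists. Regions held by all 15 parental libraries had a median percentile of 70.2 in the WX-02-23 lists. The authors' fold enrichment over background had a median of 5.91 at the gained and 5.79 at the lost regions.

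Regions that were gained or lost against all 12 other parental libraries and changed the same way in both WX-02-23 libraries of the WT-FOXA1 line numbered 85 and 90. All coordinates are of build hg19, and genes at these positions were not analysed here. The highest-ranked gained region lay on chromosome 13 from 105137921 to 105138565, with an authors' fold enrichment of 14.6 ± 2.6 (SD, n = 3) in the parental WX-02-23 lists. It was followed by chromosome 8 from 56784170 to 56784656, chromosome 8 from 84625929 to 84626426, chromosome 12 from 102232769 to 102233250, and chromosome 13 from 27083844 to 27084585. Both WX-02-23 libraries of the C258A-FOXA1 line held 4 of these 5 regions and 1 of 2 held the chromosome 8 region starting at 56784170. No DMSO library of that line held any of the 5, and 1 of 2 PladB libraries held the chromosome 12 region. The highest-ranked lost region lay on chromosome 17 from 31158507 to 31159127, with a fold enrichment of 8.0 ± 0.62 (SD, n = 3) in the parental DMSO lists. The others lay on chromosome 4 from 115514859 to 115515510, chromosome 3 from 102312617 to 102313116, chromosome 6 from 78363351 to 78364128, and chromosome 2 from 220636807 to 220637282. In the C258A-FOXA1 line with WX-02-23, both libraries held the chromosome 17 and chromosome 3 regions, and 1 of 2 held each of the other 3. The regions were chosen for their loss in the WT-FOXA1 line, with no condition on the C258A-FOXA1 line. Part of this contrast between the lines is therefore set by the choice.

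Within the engineered lines, regions were counted with 2 libraries against 2. These counts were not tested, since splits of 4 libraries give no share below 0.333 and no other test of them was run. In the WT-FOXA1 line WX-02-23 against DMSO gave 1283 gained and 11370 lost regions. With the 4 lists at 1 length these became 3044 gained and 3762 lost. The counts were 2450 and 2637 in the C258A-FOXA1 line. PladB gave 920 gained and 3064 lost regions in the WT-FOXA1 line, where another split of the same 4 libraries reached a higher sum of 4333. It gave 780 gained and 4513 lost regions in the C258A-FOXA1 line, and 1623 and 2300 with lists of 1 length. The PladB libraries of the C258A-FOXA1 line had a background of 0.567 ± 0.0287 reads per base (SD, n = 2). The DMSO libraries of that line had 0.808 ± 0.0819 (SD, n = 2), and both lay above both PladB libraries. Depth follows the treatment there, so these losses cannot be told apart from an effect of depth. Dox against no Dox in the WT-FOXA1 line gave 12964 gained and 1081 lost regions, and 6816 and 3389 with lists of 1 length. Single libraries decided several of these counts. Without WT-FOXA1 PladB replicate 1, the gained regions of that comparison rose to 7778, and without C258A-FOXA1 WX-02-23 replicate 1 the gained regions of that comparison rose to 10654.

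Whether the parental change depends on C258 of FOXA1 was addressed by looking up the parental WX-02-23 regions in the engineered libraries. As a reference, 18 null sets were taken from other splits of the same 6 parental libraries. Of the 2202 gained regions, 23.8% ± 2.3 (SD, n = 2) held a peak after DMSO in the WT-FOXA1 line and 29.7% ± 3.5 (SD, n = 2) after WX-02-23. The difference was 5.81 percentage points (SE 2.99), above all null sets, which ranged from -21.9 to -8.54. Leaving out parental DMSO replicate 2 reduced it to 0.459 and leaving out parental WX-02-23 replicate 2 reduced it to 1.498. In the C258A-FOXA1 line the share went from 19.6% ± 1.8 (SD, n = 2) to 34.6% ± 9.2 (SD, n = 2), a difference of 14.96 points (SE 6.62) against -7.58 to 5.07 in the null sets. Between the lines these differences differed by -9.15 points (SE 7.26), with an exact two-sided permutation p of 0.222. With lists of 1 length this value changed sign to 5.62 points.

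Of the 1430 lost regions, 38.6% ± 2.3 (SD, n = 2) held a peak after DMSO in the WT-FOXA1 line and 5.80% ± 0.89 (SD, n = 2) after WX-02-23, a difference of -32.8 points (SE 1.76). In the C258A-FOXA1 line the share went from 36.4% ± 2.4 (SD, n = 2) to 21.9% ± 5.9 (SD, n = 2), a difference of -14.5 points (SE 4.49). Both lay below all null sets of their line, but the null sets started from lower shares. In the WT-FOXA1 line they held a peak in 18.6% to 26.9% after DMSO. None of them could fall as far as the lost regions did, so the comparison there decides nothing. After WX-02-23 the shares of the lost regions lay within the null sets. These ranged from 4.94% to 10.6% in the WT-FOXA1 line and from 12.7% to 22.4% in the C258A-FOXA1 line. The lines differed by -18.3 points (SE 4.82), with an exact two-sided permutation p of 0.111 and 0.222 after Benjamini-Hochberg adjustment over both sets. The 36 arrangements of the line labels allow no p below 0.0556. The null sets differed between the lines by -18.2 to -8.90 points, so the real value lay at their edge. With their proportional changes carried to the shares at which the lost regions start, they gave -33.0 to -15.3 points. The real value lay within that range. With lists of 1 length the difference between the lines was -6.21 points. PladB changed the share of gained regions with a peak by -2.70 points in the WT-FOXA1 line and by -3.88 points in the C258A-FOXA1 line. The corresponding changes at the lost regions were -6.22 and -5.28 points. In the C258A-FOXA1 line depth follows PladB, so its changes cannot be told apart from an effect of depth.

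**Figure D3:**
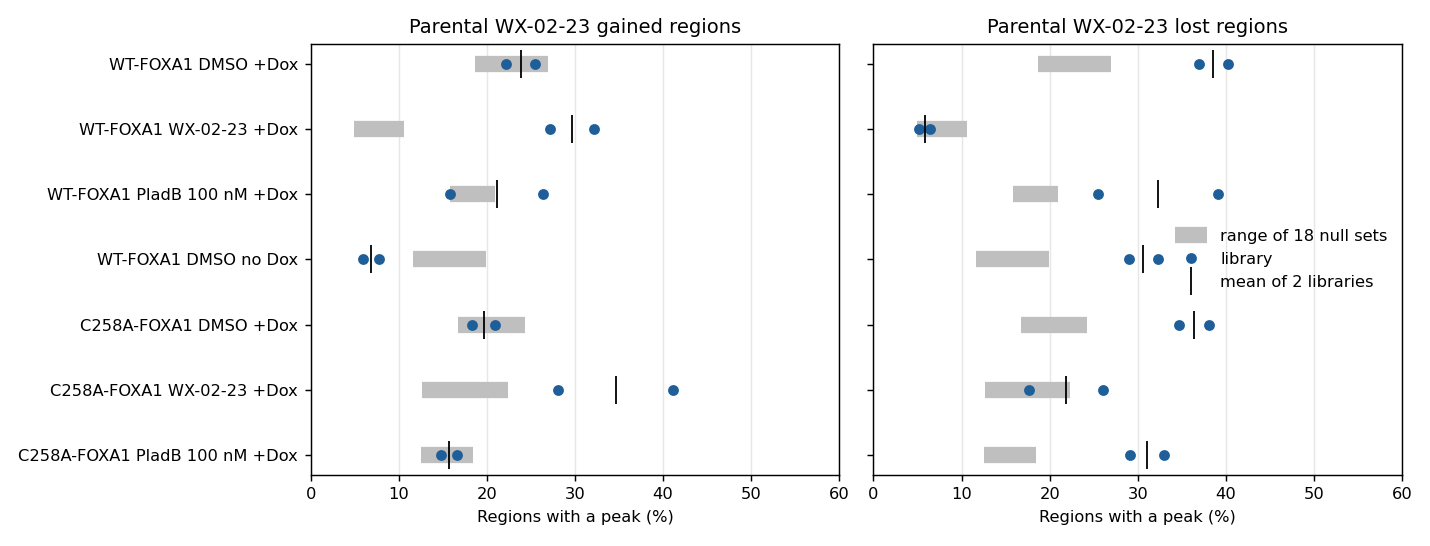
Percent of the parental WX-02-23 gained (left, 2202 regions) and lost (right, 1430 regions) sets with a peak in each engineered library. Points are libraries, black bars means of 2 libraries, and grey bands the range over 18 null sets; after WX-02-23 the gained set lies above the band in both lines, and the lost set falls from 38.6% to 5.80% in the WT-FOXA1 line and from 36.4% to 21.9% in the C258A-FOXA1 line.

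In the parental libraries of the other treatments, which did not define the sets, the gained regions held a peak in 23.1% ± 9.5 (SD, n = 3) after WX-02-43, 19.1% ± 4.3 (SD, n = 3) after PladB 10 nM and 15.1% ± 1.7 (SD, n = 3) after PladB 100 nM. The lost regions held one in 69.6% ± 12.3, 63.2% ± 6.3 and 44.1% ± 5.2 (SD, n = 3 each). Part of the distance of these shares from the DMSO libraries, at 0% and 100%, is set by the choice of the regions on those DMSO libraries.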

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

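The alternative with a fold of at least 6 was chosen after seeing the data. Over 34 results, 461 alternative values were computed, of which 14 say nothing about stability. All sequences left the 4 differences in peak number as they were, because no parental peak lay outside the chromosomes used, and the replicate block leaves its 10 values as they are. Of 274 counts of regions, 156 stayed within 1.5 times the reported count and 118 moved further. Of 68 changes of a share within a line, 53 stayed within the root of the summed squared SDs of the 2 groups and 15 moved further. This tolerance is wide for the gained regions in the WT-FOXA1 line, where 5.81 points fell to 2.81 with 50% of a region covered and 2.29 with a fold of at least 6. Of 70 differences in peak number or between the lines, judged by sign alone since no p of theirs can pass 0.05, 64 kept their sign and 6 reversed. Sign says little about size: the difference between the lines at the lost regions went from -18.3 to -6.21 points with equal lists. With the WX-02-43 sets subtracted it went to -5.37 points. A q-value of 1e-05 or below and regions from the comparison's own cell lines took no result they were run on past these limits. The 35 differences in similarity within against between groups stayed past their threshold under every alternative run on them.

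Lists of equal length moved 13 values past these limits and reversed 1. In parental cells, PladB 100 nM against DMSO gave 502 gained and 851 lost regions, and 266 regions were lost with WX-02-23 against the other 12 libraries. In the WT-FOXA1 line, WX-02-23 gave 3044 gained and 3762 lost regions, PladB 1572 and 1875, and Dox against no Dox 6816 and 3389. PladB gave 1623 and 2300 in the C258A-FOXA1 line. The WX-02-23 change in the WT-FOXA1 line became 16.2 points at the gained and -15.7 points at the lost regions. The difference between the lines at the gained regions reversed to 5.62 points. Equal lists remove weak peaks from the longer lists only, so a surplus in the longer group shrinks by construction.

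Other definitions moved fewer values. Where 50% of a region had to be covered, the change at the lost regions in the WT-FOXA1 line was -27.2 points. With summit windows it was -30.0 points, PladB 100 nM gained 500 regions in parental cells, and PladB gained 1455 in the C258A-FOXA1 line. With a fold of at least 6, WX-02-43 gained 214 regions, PladB 10 nM lost 367, PladB 100 nM gained 336 and lost 909, and 769 were lost with WX-02-23 against WX-02-43. WX-02-23 then gained 608 regions in the WT-FOXA1 line and 1577 in the C258A-FOXA1 line, PladB lost 2032 in the WT-FOXA1 line, and Dox gained 7248. The change at the lost regions in the WT-FOXA1 line was -36.2 points. The cause of these moves was not tested.

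The rule that allows 1 library to lack a peak raised all 12 parental counts, as it must. WX-02-23 against DMSO then gave 5605 gained and 4335 lost regions, WX-02-43 2480 and 2540, PladB 10 nM 2489 and 3060, and PladB 100 nM 1301 and 6191. WX-02-23 gave 5200 and 4138 against WX-02-43, and 2148 and 364 against the other 12 libraries.

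Sets defined against the other 12 libraries changed by 16.5 points at the gained and -64.4 points at the lost regions in the WT-FOXA1 line, and by -34.1 points at the lost regions in the C258A-FOXA1 line. Between the lines the difference was then -3.09 points (SE 6.45, exact p 0.611) at the gained and -30.2 points (SE 6.94, exact p 0.167) at the lost regions. The 18 null sets, which were not matched to these sets, lay at -18.2 to -8.90 points. Subtracting the WX-02-43 sets gave 16.1 and -18.6 points in the WT-FOXA1 line, and the difference between the lines at the gained regions reversed to 4.67 points. At the lost regions the difference between the lines was then -5.37 points (SE 1.64, exact p 0.167). The difference between the lines at the lost regions stayed below 0 in every alternative, and its p stayed above 0.05, which no arrangement of these libraries can pass.

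Leaving out 1 library relaxes the rule for gained and lost regions, so all of these counts rose. The peak number ranged from 42.2 to 3323 above DMSO for WX-02-23, from -4188 to 2977 for WX-02-43, from -4478 to 224.3 for PladB 10 nM and from -11191 to -7803 for PladB 100 nM. In parental cells against DMSO, gained and lost regions ranged from 2832 to 3571 and 1984 to 2648 for WX-02-23, 751 to 1629 and 618 to 1325 for WX-02-43, 805 to 1340 and 1042 to 1641 for PladB 10 nM, and 369 to 677 and 2853 to 3692 for PladB 100 nM. For WX-02-23 they ranged from 2209 to 3222 and 1719 to 3104 against WX-02-43, and from 887 to 1368 and 170 to 295 against the other 12. WX-02-43 replicate 3 stood out: without it 1629 regions were gained with WX-02-43, and 3104 were lost with WX-02-23 against WX-02-43.

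In the WT-FOXA1 line the ranges were 2172 to 4190 gained and 15043 to 21018 lost for WX-02-23, 2213 to 7778 and 4374 to 10559 for PladB, and 15233 to 21068 and 2392 to 4229 for Dox. In the C258A-FOXA1 line they were 4327 to 10654 and 3868 to 9322 for WX-02-23, and 1950 to 4150 and 8073 to 11596 for PladB. The change at the gained regions ranged from 0.459 to 8.31 points in the WT-FOXA1 line and 8.47 to 21.5 in the C258A-FOXA1 line, with -15.6 to -2.66 between the lines. At the lost regions it ranged from -34.4 to -25.1, from -18.7 to -10.3, and from -22.4 to -14.0 between the lines. The similarity difference ranged from 0.0193 to 0.0246 in parental and from 0.0463 to 0.0618 in engineered libraries.

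With the replicate number as a block, the values stay as they are and only the p-values change: the exact sign-flip p was 0.75 for peak number after WX-02-23 (1375 peaks), WX-02-43 (-1532) and PladB 10 nM (-1723), 0.25 after PladB 100 nM (-9751), and 0.5 for each of the 6 set shares. The smallest p it can give is 0.25 with 3 pairs and 0.5 with 2 pairs, so no blocked p could pass 0.05 and the block says nothing about stability. Deviations of libraries with the same number correlated at -0.0202 to 0.0425 across parental and at -0.0212 to 0.0617 across engineered groups, so the numbers do not pair the libraries.

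The alternatives for promoter and motif shares were not run, since those shares were not analysed here. Depth limits what absence from a list means: the lowest called summit held 5 to 8 reads, and the PladB 100 nM libraries, at 0.705 background reads per base, were the shallowest of the parental groups.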

Other observations

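The counts over other splits for the 4 comparisons with DMSO were seen before these tests were written, and the alternative with a fold of at least 6 was chosen after seeing the data. The other tests were written before their results were seen, on patterns already noticed in the same data. Chosen after seeing results were also the test of depth over other splits, the test of depth at the regions lost against 12 libraries, both tests at the regions gained against 12 libraries, the ratios, the Dox changes at other sets, the count over every split into 3 and 12, the comparison of background ranges beside lists of equal length, and the scaling of other regions and null sets to the share at which the tested regions start.

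Chance in the grouping of libraries can be excluded for WX-02-23 against the other 12 parental libraries. Only the real split, 1 of 100, reached its 875 gained regions, with 62 as the highest of the others. The same held for its 167 lost regions, 1 of 100, with 25 as the highest of the others. These 100 splits were drawn from a larger number. Over every split into 3 and 12, the highest others were 74 gained regions and 108 lost regions, and the 108 were those of the PladB 100 nM libraries, a treatment group of its own. For comparisons of 3 against 3 it cannot be excluded, since 10 splits allow no share below 0.1. The real split was the highest, 1 of 10, for WX-02-23 against DMSO (3632 regions in both directions, 715 as the highest of the others), for PladB 10 nM (1127 against 886), for PladB 100 nM (2113 against 823) and for WX-02-23 against WX-02-43 (3213 against 810). For WX-02-43 against DMSO, 3 of 10 splits were as large (829, with 1025 the highest).

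A difference in list length does not account for the WX-02-23 counts. With the 6 lists at 1 length, the sum was 3598 regions, against 648 for the highest other split. Depth was not matched by this. The background reads per base overlapped, at 0.923 to 1.121 with WX-02-23 and 0.881 to 1.002 with DMSO. The real split parted the libraries by 0.0961 in mean background. The 1 other split that parted them further, by 0.149, gave 675 regions against 3632, which argues against depth as the whole cause. Biologically the design gives the stereoisomer as control, and WX-02-43 showed no such excess. An action of WX-02-23 on accessibility in parental cells is a candidate explanation, as a hypothesis found and tested on the same data. The label of a batch within the parental libraries was not given, so a batch that follows the treatment was not tested.

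The surplus of lost over gained regions after PladB 100 nM was smaller but did not vanish with lists of equal length or with a fold floor. With equal lists 851 regions were lost, against 369 in the highest direction of any other split, and with a fold of at least 6 there were 909 against 383. List length and a higher detection floor therefore may account for part of the 1902 lost regions but not for all of them. Neither setting matches depth: the PladB 100 nM libraries, at 0.662 to 0.734 background reads per base, all lay below the DMSO libraries, at 0.881 to 1.002. Depth and an action of PladB within 3 h cannot be told apart here, because depth follows the treatment.

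At the WX-02-23 lost regions, the WT-FOXA1 line fell further than the C258A-FOXA1 line, by -18.3 points. List length alone does not account for it, since -6.21 points (SE 1.15) remained with 8 equal lists. Depth was not matched, and both WT-FOXA1 WX-02-23 libraries, at 0.903 and 1.256 background reads per base, lay above the DMSO libraries with Dox, at 0.844 and 0.869. A general loss of weak regions in the WT-FOXA1 WX-02-23 libraries stays open. With the lists as deposited, the loss there also reached regions held by all 15 parental libraries. Whether the weaker of them were the ones lost was not examined. Regions held by all 15 parental libraries fell from 91.2% to 78.9% in the WT-FOXA1 line. In the C258A-FOXA1 line they went from 89.3% to 87.2%. Of the 18 null sets, 0 reached the real difference, but the lowest null set lay at -18.2 points, nearer than the SE of 4.82. With equal lists 0 of 18 reached it too, and the lowest lay at -5.45 points, again nearer than the SE. Scaled to the shares at which the lost regions start, the null sets gave -33.0 to -15.3 points with the lists as deposited. With equal lists the scaled null sets gave -14.7 to 4.76 points. The real differences lay within both scaled ranges. For the WX-02-23 lost regions as a whole, a dependence on C258 and a loss of weak regions cannot be told apart here. The lowest null set lies within the SE in both settings. As ratios the lines differed by at least 2-fold: the share fell to 0.150 of its DMSO value in the WT-FOXA1 line and 0.601 in the C258A-FOXA1 line with the lists as deposited, and to 0.252 and 0.526 with equal lists. Null sets differed as much, since 1 of 18 had a quotient of both ratios as low as the real one in each setting. In both lines, with equal lists, the changes themselves lay outside the null sets. They were 16.2 points in the WT-FOXA1 line (highest null set 3.00) and 10.6 in the C258A-FOXA1 line (highest 3.10) at the gained regions. At the lost regions they were -15.7 (lowest -5.63) and -9.52 (lowest -3.38). For these changes within a line, the null sets were not scaled to the shares at which the real sets start. A response in the C258A-FOXA1 line may come from endogenous FOXA1, which was not tested.

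The difference between the lines was also set against null sets at the gained regions. With equal lists it was 5.62 points (SE 1.05), where the highest null set lay at 1.76. With the lists as deposited it had the other sign, -9.15 points, so its direction depends on list length. That direction depends on the subtracted background too. With the WX-02-43 sets subtracted, the difference was 4.67 points (SE 2.20) with the lists as deposited. The -9.15 points lay within the null sets, at -18.2 to -8.90. They lay above the null sets scaled to the share at which the gained regions start, at -19.9 to -10.4. The shares rose by similar ratios with equal lists, 2.17 in the WT-FOXA1 line and 2.06 in the C258A-FOXA1 line. Regions gained against the other 12 parental libraries were set beside all other regions held by exactly 3 of the 15. With equal lists the difference was 9.17 points (SE 1.38, exact p 0.333) at 665 regions, against -0.578 at 5187 other regions, or -1.34 when scaled to the shares at which the gained regions start. Weak regions in general do not account for it in that setting. With the lists as deposited it was -3.09 points (SE 6.45), against -7.35 or -11.3 when scaled, and the first of these lies within the SE. The ratios in the WT-FOXA1 and C258A-FOXA1 lines were 2.77 and 2.69 with equal lists but 1.90 and 2.40 with the lists as deposited. At the 2202 gained regions they were 1.24 and 1.76 with the lists as deposited. The quotient of both ratios, WT-FOXA1 over C258A-FOXA1, was then 0.706, above all 18 null sets (0.246 to 0.499). With equal lists this quotient was 1.05, and 3 of 18 null sets were as high. Whether the gain depends on C258 stays open. The sign of the difference changes with list length and with the WX-02-43 sets subtracted. The ratios were similar with equal lists only, and their quotient lay past the null sets with the lists as deposited only.

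Regions lost against the other 12 parental libraries were a narrower set, tested beside all other regions held by exactly 12 of the 15. With the lists as deposited, the difference between the lines was -30.2 points (SE 6.94, exact p 0.167) at 167 lost regions and -23.2 at 3408 other regions. The other regions started lower, from 47.2% in the WT-FOXA1 DMSO libraries with Dox against 69.2%. Scaled to the shares at which the lost regions start, they would give -33.6 points, so a loss of weak regions stays open in this setting. With equal lists the difference was -15.2 points (SE 2.25, exact p 0.333) at 266 lost regions, against -3.58 at 3043 other regions, or -5.89 when scaled. For this narrower set at equal lists, weak regions in general therefore do not account for the whole difference. The smallest p these arrangements can give is 0.0556. Depth in general does not account for the whole -15.2 points either, since the other regions were read in the same libraries and so at the same depth. A dependence of these losses on C258 is a candidate explanation for this narrower set at equal lists, as a hypothesis found and tested on the same data.

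A pattern outside the planned comparisons concerned Dox. In the WT-FOXA1 line, regions gained with WX-02-23 in parental cells held a peak in 23.8% with Dox and 6.83% without, before any probe was added. List length does not account for all of the 17.01 points, since 7.88 points (SE 0.596) remained with 4 equal lists. Weak regions in general do not account for it either: 0 of 18 null sets reached it, and the highest lay at 10.5 points. With equal lists the null sets, from the same libraries and so at the same depth, reached 0.430 points at most, or 0.265 when scaled to the share without Dox. With the lists as deposited, 3 other sets also rose past the null sets: regions gained with PladB 100 nM by 13.3 points (SE 5.85), gained with WX-02-43 by 12.2 (SE 2.44) and lost with WX-02-23 against the other 12 libraries by 12.6 (SE 4.73). With equal lists these 3 changed by -0.474, -0.126 and -3.89 points. A rise with Dox is therefore particular to the WX-02-23 gained regions, among these sets, with equal lists only. Induced FOXA1 opening part of the sites that WX-02-23 opens is a candidate explanation. Dox itself, which no library without an inducible construct received, was not separated from FOXA1.

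The reverse look-up gave a small difference in the same direction, which is not a second observation, because it counts much of the same overlap from the other side. The 12964 regions gained with Dox held a peak in 26.1% ± 0.61 (SD, n = 3) of cases in parental WX-02-23 libraries and 23.2% ± 1.7 (SD, n = 3) in parental DMSO libraries. With 6 equal lists the difference was 2.41 points, above the summed SDs of 0.930, so list length does not account for it. Of the 12964 regions, 284 were also gained and 108 also lost with WX-02-23. With these left out, the difference was 1.15 points with equal lists, just above the summed SDs of 1.001, and 1.63 points with the lists as deposited, below the summed SDs of 2.40. Whether anything beyond the shared regions remains is therefore open. No biological explanation of it was tested.

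The WX-02-23 lost regions were also held less often after PladB 100 nM (44.1%) than after WX-02-43 (69.6%) in parental cells. With equal lists 15.9 points of this difference remained, above the summed SDs of 3.72, which argues against list length as the whole cause. Depth stays open, since the PladB 100 nM libraries, at 0.662 to 0.734 background reads per base, all lay below the WX-02-43 libraries, at 0.966 to 1.502. The null sets with equal lists reached 8.23 points, or 14.3 when scaled to the WX-02-43 share. Weak regions in general stay open: 0 of 18 null sets reached the 25.5 points, but the highest lay at 18.7, within the SE of 7.73. An effect that WX-02-23 and PladB share cannot be told apart from a loss of weak regions, for that reason.

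Summits within regions held by all 6 parental WX-02-23 and DMSO libraries were compared for a shift. In 678 of 63228 regions the 3 WX-02-23 summits all lay at least 50 bp to one side of the 3 DMSO summits, against 405 to 471 in the other 9 splits. A shift of the summit by WX-02-23 is a candidate explanation in part of these regions, with 10 splits too few to exclude chance. Regions that merge neighbouring peaks, where WX-02-23 changes which peak is strongest, may give the same count, and this was not separated.

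Peaks on the mitochondrial chromosome were listed in all 14 engineered libraries, 2 to 4 each and 35 in all, and in 0 of the 15 parental libraries. These peaks entered no comparison.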
